A study of Mus musculus with 5 samples. Its data were reported in "Runx3 prevents spontaneous colitis by directing the differentiation of anti-inflammatory mononuclear phagocytes" (2020).

How the data were processed

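Runx3-bound regions were mapped by chromatin immunoprecipitation and sequencing (ChIP-seq) in D1 cells, a mouse dendritic cell line that the labels trace to spleen. The series holds 3 libraries made with a polyclonal rabbit antibody against Runx3 (Runx3 IP) and 2 control libraries made with rabbit non-immune serum (NIS IP), which carries no antibody raised against Runx3. Cells were fixed in 1% formaldehyde, chromatin was sheared to about 300 bp, and libraries of about 250 bp were amplified for 15 PCR cycles. Groups were taken from the labels. The labels and the study's methods speak of 2 replicate experiments while the design text lists 3 Runx3 libraries.

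Base calls came from CASAVA 1.8 and reads were aligned uniquely to the mouse genome build mm9 with Bowtie 1, according to the submitters' processing notes and the study's methods. The authors called peaks with MACS2 2.0.10, and the file header names 1 alignment on the Runx3 side and 1 on the NIS side, without saying which libraries each one pools. Per the file headers, the Runx3 alignment held 12078978 tags of 38 bp and the NIS alignment 7110481. After the authors kept 1 tag per position, 8689867 and 4946605 tags remained, a loss of 28.1% and 30.4%. The fragment length was 119 bp, the effective genome size 1870000000 bp, the band width 300 bp and the q cutoff 0.05, and the caller's model used regions enriched between 5 and 50 times. Local background was estimated over 1 kb and 10 kb, and the larger library was scaled down to the smaller.

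One deposited peak list was analysed. Its signal column, the pileup, is the number of Runx3 fragments covering the summit, scaled by the authors to the depth of the NIS library. All pileups were whole multiples of 0.569, the value of 1 Runx3 fragment, within 0.02 of a fragment, so fragments per summit were recovered from them. The deposited fold enrichment is a ratio, the pileup plus 1 over the NIS background plus 1. The background of each peak was recovered from these columns, in the same scaled units. Its lowest value was 0.314, and 44.8% of peaks lay within 0.002 of the average NIS coverage of the genome, 0.315. The deposited −log10 p and −log10 q columns carried unreadable header cells and were identified by their position and values; −log10 p was never below −log10 q. The score and fold of each peak are the authors' own and were used only to describe, rank or filter peaks within this list. No values per library were analysed here, so no difference between replicates could be measured, and intervals and p-values cover counting error only. Removing duplicate tags limits the height of any summit, and a higher local background lowers the fold of a peak with the same pileup. Unique alignment leaves repeated sequence without peaks.

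Positions are 1-based mm9 coordinates. Sequence and annotation came from the same build (NCBIM37 with GENCODE vM1), whose chromosome lengths contain all peaks. Gene models sharing a name were merged by keeping the longest, which took 22350 protein-coding models to 22253 genes. Each gene received a regulatory domain after the rule of the GREAT tool, which the study also used: 5 kb upstream to 1 kb downstream of the transcription start site (TSS), extended in both directions up to 1 Mb or to the next gene's basal domain. A gene with a peak summit in this domain is called a bound gene below. Domains of neighbours overlap, so several genes can share a peak. Domains and distances to genes used 1 TSS per gene, its outermost. Promoters and peaks over 1 kb from every TSS were defined with the TSS of every protein-coding transcript. Calculations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

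Peaks per Mb of each chromosome were compared with the density over all autosomes by a two-sided exact binomial test, with Benjamini-Hochberg adjustment over 20 chromosomes. Clustering was measured as the share of peaks with another summit within 10 kb and as windows of 100 kb with 5 or more peaks, against 1000 random placements on the same chromosome, with p taken as the smaller tail and not doubled. Relations across peaks were measured by Spearman's rho with 10000 permutations, two-sided; peaks are not independent replicates. The RUNX core TGYGGT (Y is C or T) was searched on both strands within 100 bp of each summit and in windows of the same size centred 1 kb upstream and downstream, compared by a two-sided exact McNemar test. Summits were placed in promoters (1 kb upstream to 100 bp downstream of a TSS), exons, introns or intergenic sequence, and compared with 100 random positions per peak on the same chromosome by a two-sided exact binomial test. Shares carry 95% Wilson intervals and ratios of densities carry exact conditional 95% intervals.

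For 23 gene lists, the number of bound genes was compared with 10000 random lists of the same size, matched on deciles of domain length, by a two-sided permutation test adjusted by Benjamini-Hochberg over the lists. The smallest p this gives is 0.0002. The lists were dendritic cell regulators and receptors, antigen presentation, co-stimulation, chemokines, cytokines, TGF-β, interferon and STAT, β-catenin and Notch signalling, pattern recognition with NF-κB, the RUNX family, genes of T and NK cells and of B cells, neuronal, liver and muscle genes, housekeeping genes, and the study's own lists of pro-inflammatory and anti-inflammatory genes and of genes lower or higher after Runx3 deletion in resident macrophages and CD11b+ dendritic cells of the colon. The study's lists come from its expression data on other cells. The copies of the 2 macrophage lists used here each held 1 name fewer than the study states. Of 843 listed names, 28 matched no gene. Differences between lists were tested by two-sided Fisher's exact tests, adjusted over the 12 tests run, with genes shared by both sides left out. These tests were not matched on domain length.

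The tests of differences between lists were not planned beforehand, and some used peaks over 1 kb from every TSS, a choice made after seeing the data. The other tests above, the lists and the rule for what is named were chosen before the data were examined. That rule names the 10 peaks of highest fold and of highest −log10 q, the 5 widest, the 5 of highest pileup, the 5 densest windows, the 4 genes of each list whose domain holds the strongest peak, and Runx1, Runx2, Runx3 and Cbfb. Genes named outside it were chosen after their values were seen: the listed genes without a peak, the X-linked genes and the highest backgrounds.

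Chromosome densities, clustering, the relation of strength and width, the search for cores and the gene lists were tested on simulated data; locations and differences between lists were not. A chromosome simulated with 2 times the density passed in 100% of draws, planted RUNX cores were found in 100% of windows, and random windows held a core in 17.2%, against 17.4% by calculation. Of random lists of 25 genes, 3.25% reached p under 0.05, and 4.00% where their domains were long. Lists simulated with a fixed 19 of 25 genes bound reached an unadjusted p under 0.05 in 99.8%, which shows only that the test responds to such a count. Genes in these simulations were bound independently of each other. Real neighbours can share peaks, so error rates on the real lists were not measured. Alternatives covered stricter peak thresholds (−log10 q of 5 or more, fold of 10 or more), merging of neighbouring peaks within 500 bp, removal of the 1% of peaks with the highest pileup, other distances, windows, motifs, promoter limits and domain rules. Those added after seeing the data left out chromosome 5 from 110 Mb on, kept only peaks with a RUNX core or only peaks over 1 kb from every TSS, or kept 1 gene per Mb in a list.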

Results

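The series asked where Runx3, a transcription factor of the RUNX family, binds the genome of D1 dendritic cells. It holds 3 Runx3 IP libraries and 2 NIS IP libraries. The authors made 1 list of bound regions from 8689867 Runx3 and 4946605 NIS tags after duplicate removal. Which of the libraries these tags came from is not stated. The list held 13014 peaks on 20 chromosomes, none on Y, covering 2440 kb or 0.0924% of these chromosomes. The median peak was 172 bp wide with 19 Runx3 fragments at its summit, a fold enrichment of 8.12 and a −log10 q of 8.05. Fold enrichment ran from 3.01 to 52.7. There were no replicate values, so every count below describes this list, and the fold of each peak is the authors'.

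The strongest peak of the list lay on chromosome 12 from 56490751 to 56490995, in an intron of Psma6, a proteasome subunit gene, and 103 kb downstream of the TSS of Nfkbia, which encodes an inhibitor of NF-κB. Its fold enrichment was 52.7, with 120 fragments at the summit. The next stood on chromosome 11 from 54968546 to 54968828, in intergenic sequence 3.49 kb upstream of Slc36a3, a member of an amino acid transporter family, with a fold of 50.4 and the highest pileup of the list, 129 fragments. Peaks of 47.1 and 46.6 followed, 47.2 kb upstream of the exocyst gene Exoc6 (chromosome 19, 37577568 to 37577819) and in an intron of Tpst1, a tyrosylprotein sulfotransferase gene (chromosome 5, 130565043 to 130565396). A coding exon of Ppargc1a, the gene of a coactivator of mitochondrial biogenesis, held a peak of 45.8 (chromosome 5, 51885778 to 51886037). The peak of 43.1 lay 3.57 kb downstream of the TSS of 4930553M12Rik. That of 42.3 lay in an intron of the collagen gene Col15a1 and in the domain of Tgfbr1, the type I TGF-β receptor (chromosome 4, 47316275 to 47316555). Introns of Lmtk2 (42.0), Os9 (40.8) and Ptpn12 (39.4) completed the 10 highest folds, and the same 10 peaks held the 10 highest −log10 q values.

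The widest peaks were an intronic peak of 817 bp in Srcrb4d, an intergenic peak of 755 bp near Sik1, a salt-inducible kinase gene, and a peak of 708 bp over the shared 5′ UTRs of Plod3 and Znhit1. Peaks of 697 and 691 bp followed at Gabpb1, which encodes a subunit of the ETS factor GABP, and just upstream of the clathrin gene Cltc. A peak 0.151 kb upstream of Glipr1 reached 119 fragments but a fold of 22.9, since its NIS background was 2.0. Across all peaks, fold enrichment rose with width (rho = 0.563, permutation p = 0.0001, the smallest that 10000 permutations give). Its relation with pileup (rho = 0.843) is largely built in, as fold is calculated from pileup. The relation with width is also partly built in. A peak is the stretch above the caller's cutoff, and a higher summit can keep more bases above it.

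The genes of the RUNX family themselves were bound. Runx1 had 16 peaks in its domain, Runx3 9 and Runx2 2, while Cbfb, the shared partner subunit of RUNX proteins, had none. The strongest Runx1 peak (chromosome 16, 92654191 to 92654380) lay in an intron 172 kb downstream of the TSS with a fold of 26.3, and a peak from 92826122 to 92826380 covered the 5′ UTR at the TSS with a fold of 8.13. A further 5′ UTR peak of Runx1 (92696853 to 92696974), 129 kb downstream of that TSS, the gene's outermost, had a fold of 3.53. The NIS background of these 5′ UTR peaks was 4.17 and 8.0, among the 4 highest of the list. The strongest Runx3 peak (chromosome 4, 134625822 to 134626054) was intergenic, 50.6 kb upstream of the TSS, with a fold of 15.9, and a promoter peak from 134676350 to 134676536 had a fold of 10.8. Peaks in the Runx2 domain had folds of 8.71 and 5.91 (chromosome 17, 45169237 to 45169356 and 44920241 to 44920361), both in introns of Supt3h and the second also in an intron of Runx2.

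**Figure D1:**
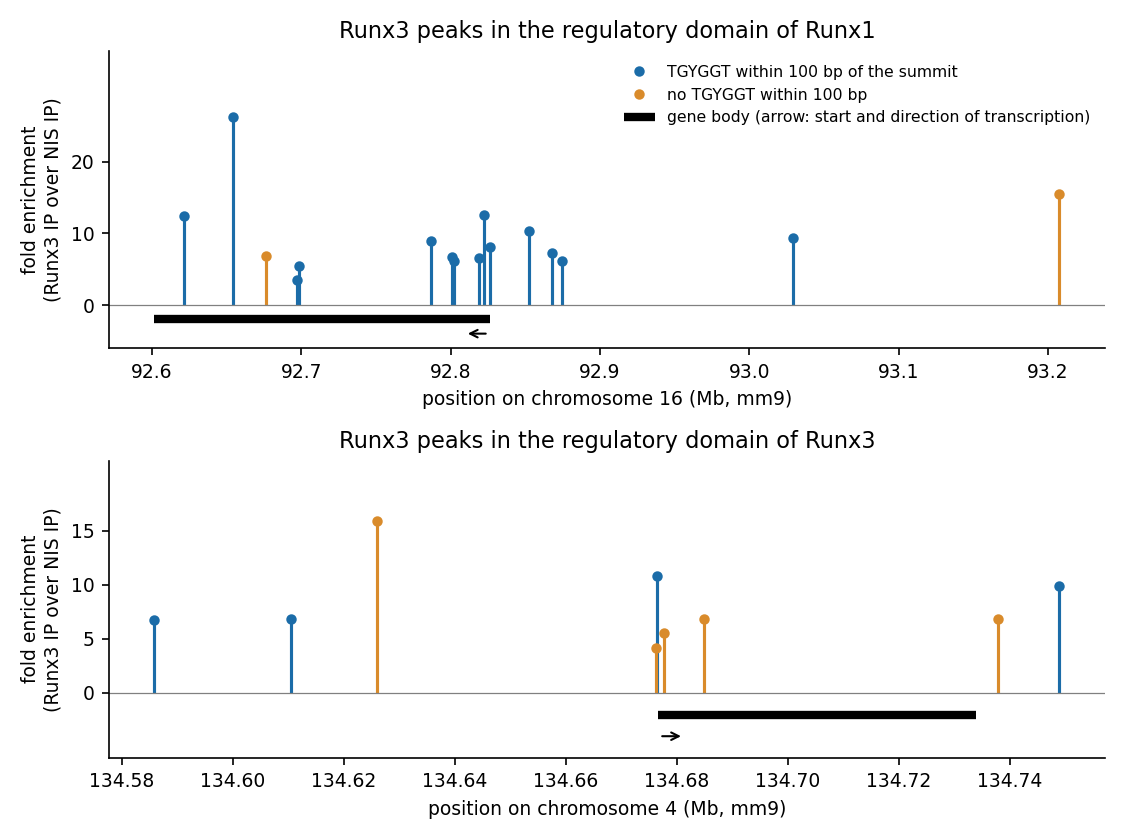
Runx3 peaks in the regulatory domains of Runx1 and Runx3 by position (Mb, mm9) and fold enrichment, coloured by whether a RUNX core lies within 100 bp of the summit; black bars are the gene bodies. Runx1 held 16 peaks, the strongest of 26.3 inside the gene, and the strongest of the 9 Runx3 peaks, 15.9, lay upstream of the gene and had no core.

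The question of how binding is spread over chromosomes gave large differences. Chromosome X was nearly devoid of peaks, with 109 or 0.654 per Mb (95% exact interval 0.537 to 0.788) against 5.22 on autosomes, a ratio of 0.125 (adjusted p = 2.56e-223, two-sided exact binomial test). The strongest X-linked peak, with a fold of 24.1, lay 0.581 kb upstream of Cfp, the gene of the complement regulator properdin (20509147 to 20509413), and others stood in an intron of Cask (16.8) and the 5′ UTR of Ddx3x (16.3). Density was highest on chromosomes 19 (8.64 per Mb, ratio 1.66), 5 (7.87, ratio 1.51) and 11 (7.62, ratio 1.46), and lowest among autosomes on chromosome 1 (3.48, ratio 0.666). The order differed by gene: per 100 protein-coding genes, against 60.5 on all autosomes, chromosomes 11 and 1 held 56.3 and 55.6 peaks, chromosomes 18 (94.2) and 5 (92.2) stood highest and chromosome 7 lowest (41.6) among autosomes, and X held 11.8. In all, 14 of 20 chromosomes differed from the autosomal density at an adjusted p under 0.05. The test treats peaks as independent, while peaks lay in groups (below), so its p-values are likely too small. The calls for chromosomes 2, 7, 8, 9 and 12 ended in some alternatives.

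**Figure D2:**
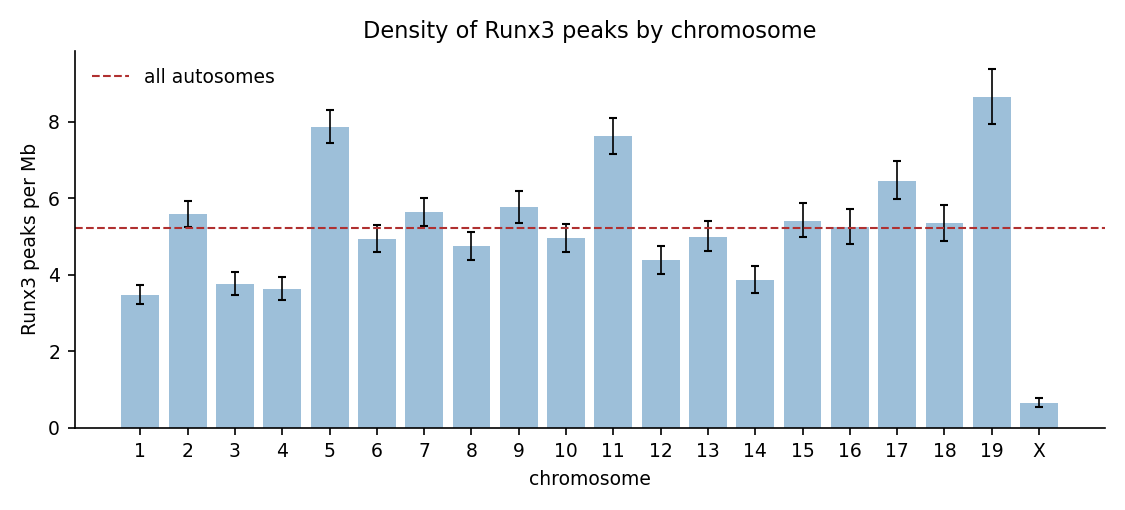
Peaks per Mb of each chromosome with 95% exact intervals that cover counting error only, and the density over all autosomes as a dashed line. Chromosome 19 stood highest at 8.64 and chromosome X lowest at 0.654.

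On chromosome 5 most of the excess lay from 110 Mb to the end of the chromosome, where 713 of its 1201 peaks fell. This segment, chosen after its values were seen, held 16.8 peaks per Mb against 5.02 on the other autosomes, a ratio of 3.34 (95% interval 3.09 to 3.60), and the rest of chromosome 5 held 4.44. The median NIS background of peaks was also higher there, 0.594 against 0.333 on the other autosomes. Neither feature was confined to the segment or uniform in it, as the bin from 20 to 25 Mb held 84 peaks with a background of 0.518, and the segment's first 5 Mb held 43 with 0.315. Without the segment the ratio of chromosome 5 was 0.884 (adjusted p = 0.00761, exact binomial test). Among the genes named here, Tpst1, Lmtk2, Srcrb4d, Plod3, Znhit1, Adap1, Gpr146, Setd8, Rilpl2, Lfng, Flt1, Hpd, Rplp0, Actb and Zfp12 lie in it.

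**Figure D3:**
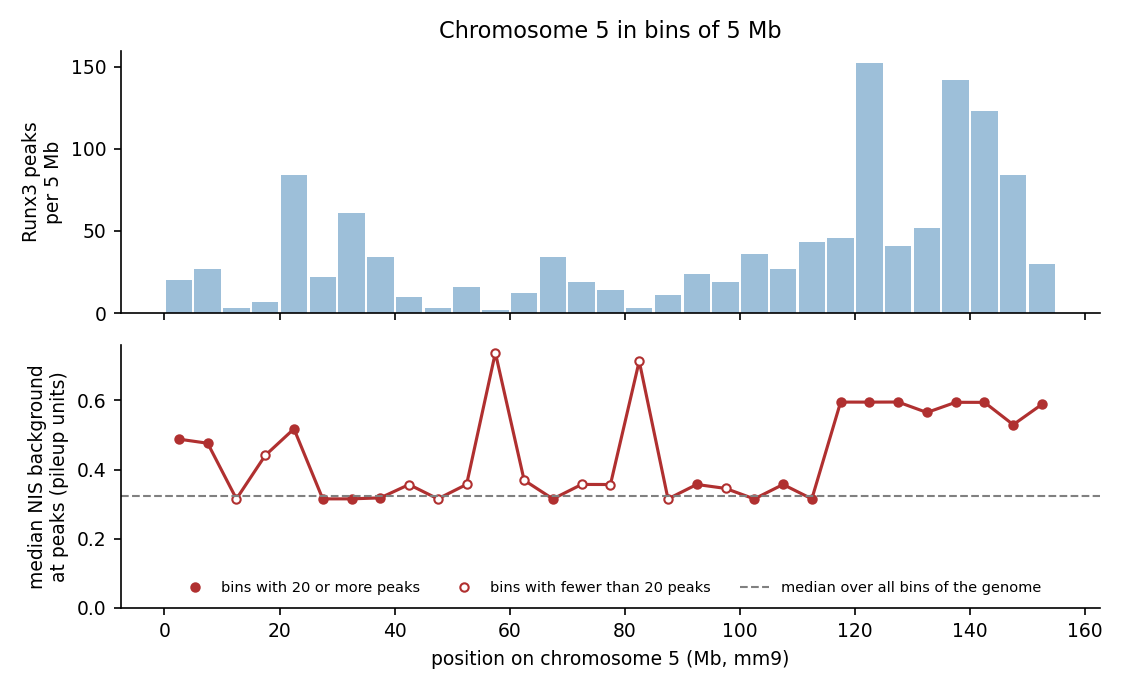
Runx3 peaks per bin of 5 Mb along chromosome 5 (bars) and the median NIS background of the peaks in each bin, in the scaled units of the pileup (points, open where a bin held fewer than 20 peaks). From 110 Mb on there were 713 peaks, with a median background of 0.594.

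Peaks lay in groups. Of all peaks, 5682 (43.7%) had another summit within 10 kb, against 10.8% in random placements, a ratio of 4.04, and 421 windows of 100 kb held 5 or more peaks against 9.51 (one-sided permutation p = 0.001 for both, the smallest that 1000 placements give). The densest window, chromosome 8 from 129300001 to 129400000, held 15 peaks and no protein-coding gene. It lay in the domains of both Irf2bp2, a gene of an interferon regulatory factor partner, and Tomm20. A window of 14 peaks on chromosome 16 (10400001 to 10500000) held Ciita, the master regulator of MHC class II genes, with Nubp1. Windows of 13 and 12 peaks lay in the distal part of chromosome 5, at Adap1 and Gpr146 (139800001 to 139900000) and at Setd8 and Rilpl2 (124900001 to 125000000), and one of 11 on chromosome 19 (5800001 to 5900000) at Frmd8 and Dpf2.

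The DNA under the summits carried the sequence that RUNX proteins recognise. TGYGGT lay within 100 bp of 64.2% of summits (95% interval 63.3 to 65.0), against 17.6% and 16.9% of windows 1 kb upstream and downstream. It was present at the summit and absent upstream in 6910 peaks and the reverse in 845, and against the downstream window in 6922 and 769 (exact McNemar p smaller than 1e-300 for both). The share rose with strength, from 52.5% (50.6 to 54.4) in the 2603 peaks with the lowest fold to 78.1% (76.5 to 79.6) in the 2603 with the highest (rho = 0.189, permutation p = 0.0001). The peaks at Slc36a3, Exoc6, Tpst1 and Ppargc1a held a core. Of the 10 strongest peaks 3 did not, those at Psma6, Col15a1 and Os9.

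**Figure D4:**
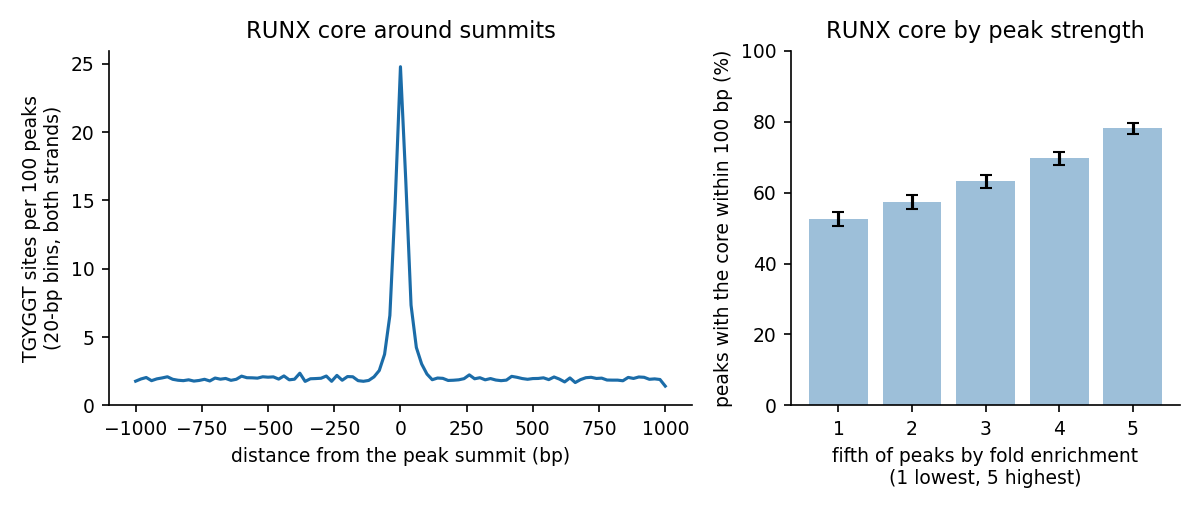
RUNX cores per 100 peaks by distance from the summit in bp, and the share of peaks with a core in 5 equal classes of fold enrichment with 95% Wilson intervals that cover counting error only. The share rose from 52.5% to 78.1% over the classes.

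Promoters held far more peaks than their length would give. They took 24.6% of summits (95% interval 23.8 to 25.3) against 1.95% of random positions, a ratio of 12.6 (p smaller than 1e-300, two-sided exact binomial test), with peaks at the promoters of Runx3, Cd300lf and Glipr1 among them. Exons held 3.89% against 2.79% (p = 7.42e-13), intergenic sequence 35.5% against 59.1% (p smaller than 1e-300), and introns 36.1% in both (p = 0.884, exact binomial tests). With 1 outermost TSS per gene, the median summit lay 13 kb from the nearest of a protein-coding gene, and 45.3% lay within 10 kb. Other TSSs of the same genes can lie closer. The RUNX core was less frequent at promoter peaks, 48.2%, than in exons (66.2%), introns (69.7%) and intergenic sequence (69.4%).

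The question of which genes carry Runx3 peaks was asked by gene list. Of 22253 genes, 9584 (43.1%) had 1 or more peaks in their domain, and 13 of 23 lists differed from random lists at an adjusted p under 0.05, all of them higher except the muscle genes. The fold given for a gene is that of the strongest peak in its domain, which can lie far away or inside another gene, for instance 935 kb from the TSS of Grin2a, 866 kb from that of Gria2, 788 kb for Gm4951, 539 kb for Ebf1 and 335 kb for Id2. Genes of dendritic cells were bound more often than random lists. Of 25 dendritic cell regulators and receptors 19 had a peak, against 48.5% in random lists (adjusted permutation p = 0.0170). The strongest lay 14.3 kb from the TSS of Csf1r, the receptor for macrophage colony-stimulating factor (fold 28.9, chromosome 18, 61250727 to 61251077, intergenic). Id2, an inhibitor of basic helix-loop-helix factors needed for dendritic cell development, had 15 peaks (best fold 20.7), and the best peaks of Bcl6, a transcriptional repressor, and of Ikzf1, the gene of Ikaros, reached 17.1 and 15.0. Those without a peak were Nfil3, Csf2rb, Tcf4, Ly75, Cd209a and Xcr1.

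Antigen presentation had 13 of 17 genes with a peak against 33.5% in random lists (adjusted permutation p = 0.00184). Ciita carried 10 peaks, the strongest in its own intron (fold 26.3, chromosome 16, 10488059 to 10488289). An intron of Cd74, the invariant chain of MHC class II, held a peak of 16.4, and H2-DMb1 and Tap1, of the peptide loading and transport machinery, shared 1 intergenic peak of 17.1 without a RUNX core. This list sits in few neighbourhoods, and with 1 gene per Mb 7 genes remained, 5 of them bound (adjusted permutation p = 0.225). With peaks that held a RUNX core alone its adjusted permutation p was 0.101. The ratio to random lists, 2.28 over all peaks, was 1.86 and 1.94 in these alternatives. Co-stimulation ligands had a peak in 9 of 13 (adjusted permutation p = 0.171), with best folds of 15.9 for Tnfsf18, 15.5 for Cd86, 14.7 for Icosl and 14.2 in an intron of Pdcd1lg2, which encodes PD-L2.

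Chemokines and their receptors had 19 of 24 genes with a peak against 38.3% (adjusted permutation p = 0.00115). The best peaks reached 16.8 for Ccl2, which attracts monocytes, 15.9 for Cxcl16, 15.8 for Ccr2, the receptor of Ccl2, and 15.0 for Ccrl2, all intergenic. Cytokines and their receptors had 22 of 29 (45.7% in random lists, adjusted permutation p = 0.00690). Here receptor genes led, with Il6ra (27.2, intron, 1.68 kb from the TSS), Ifnar2 (25.9), Il4ra (19.2) and Ifngr1 (16.9), while Il6, Il12a, Il12b, Il18, Il27, Il33 and Osm had no peak.

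Genes that sense microbes and pass the signal on were bound as well. Pattern recognition and NF-κB had 24 of 31 genes with a peak (43.7% in random lists, adjusted permutation p = 0.00115), led by the peak of 52.7 in the Nfkbia domain, by Tlr2 (19.2), a receptor for bacterial lipoproteins, by the C-type lectin gene Clec4n (16.3) and by an intron of Nfkb1 (15.0). Interferon and STAT signalling had 21 of 27 (41.9%, adjusted permutation p = 0.00263), with peaks of 21.1 for Irf5, 20.2 for Irf2 and 17.2 in an intron of Stat3, shared by the domains of Stat3 and Stat5a.

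TGF-β signalling had the highest share of the lists that passed, 20 of 23 genes against 52.0% (adjusted permutation p = 0.00230). The best peaks were those of Tgfbr1 (42.3), the ligand gene Tgfb3 (19.8, in an intron of Ttll5), Smad4 (15.8), the common mediator of the pathway, and Pmepa1 (14.6), one of its feedback inhibitors, while Tgfb2, Tgfbr3 and Ltbp1 had no peak. With peaks that held a RUNX core alone the adjusted permutation p of this list was 0.0650, with a ratio to random lists of 1.57 against 1.67. The lists of Notch signalling (17 of 25, adjusted permutation p = 0.0641), β-catenin signalling (15 of 24, 0.237) and the RUNX family with its partners (6 of 7, 0.20) did not pass. Their strongest peaks were 19.4 for the protease gene Adam10, 18.4 for Rbpj, 16.8 for Notch2 and 14.8 for Lfng, 22.4 for Lef1, 22.4 for Apc, 19.1 for Fzd1 and 13.8 for Tcf7l2, and 12 for Cbfa2t3 and 10.5 for Cbfa2t2 beside those of Runx1 and Runx3.

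Lists of other cell types and tissues served as controls. Muscle genes were bound less often, 3 of 20 against 41.7% (adjusted permutation p = 0.0395): Ryr1, Actc1 and Myod1, with best folds of 11.7, 9.32 and 7.05. Stricter peak thresholds ended this call (adjusted permutation p = 0.0953 at a −log10 q of 5 or more and 0.255 at a fold of 10 or more), and so did both choices of peaks by core or TSS distance (0.162 and 0.196) and 1 gene per Mb (0.0962), while the ratio to random lists, 0.360 over all peaks, did not exceed 0.486. Neuronal genes (8 of 24, adjusted permutation p = 0.171; best folds 18 for Rbfox3, 13 for Slc6a4, 12.9 for Grin2a and 10.7 for Gria2) and liver genes (6 of 20, 0.325; 11 for Hpd, 8.99 for Apoa1, 7.25 for F9 and 6.82 for Alb) did not pass. Nor did genes of T and NK cells (14 of 24, 0.237), with a peak of 18.7 shared by Cd3d and Cd3e, 16.3 for Tbx21 and 15.0 for Il7r, or of B cells (7 of 14, 0.588), with 17.4 for Blnk, 14.9 for Fcer2a, 13.3 for Ebf1 and 11.6 for Ms4a1.

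Housekeeping genes were bound more often than random lists, 13 of 18 against 38.4% (adjusted permutation p = 0.0128). Among the best peaks were 31.7 for Rplp0 and 16.7 for Actb, both on distal chromosome 5, and 19 for Ywhaz. The call ended without that segment (adjusted permutation p = 0.123), with peaks of fold 10 or more (0.361), with peaks that held a RUNX core (0.0694) and with peaks over 1 kb from every TSS (0.0796), while the ratio to random lists, 1.88 over all peaks, stayed at 1.70, 1.76, 1.90 and 1.87. The 7 immune lists together did not differ detectably from housekeeping genes in the share bound, 77.0% against 76.5% of the 17 genes in no immune list (adjusted p = 1), nor with peaks over 1 kb from every TSS, 70.9% against 52.9% (adjusted p = 0.25), a wider gap that 17 genes leave uncertain, but differed over all peaks from the neuronal, liver and muscle genes, 76.5% against 26.6% (adjusted p = 4.95e-11, two-sided Fisher's exact tests).

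The study's own lists were chosen from its expression data on other cells and are not independent evidence of a role of Runx3 at these genes. Genes lower in CD11b+ dendritic cells of the colon after Runx3 deletion had a peak in 96 of 139 (47.5% in random lists, adjusted permutation p = 0.00115), with Prelid2 (36.7), Ecm1 (27.0), the semaphorin receptor gene Plxna4 (22.8) and Lifr, the leukaemia inhibitory factor receptor gene (22.7), leading. Genes higher after deletion had one in 37 of 77 (42.9%, adjusted permutation p = 0.426), led by Slc28a3 (22.4), Tgm2 (18.5), Gm4951 (18.4) and Cd300lf (16.7). The shares bound, 69.1% and 48.1%, differed (adjusted p = 0.0101, two-sided Fisher's exact test). This test was not matched on domain length, and the matched random lists already differed, 47.5% against 42.9%. At a fold of 10 or more the genes higher after deletion also passed (adjusted permutation p = 0.0420). The shares there lay closer, 36.7% and 31.2%, with ratios to random lists of 1.57 and 1.63, and their difference was not tested. With peaks over 1 kb from every TSS the shares, 61.9% and 42.9%, differed (adjusted p = 0.0239, two-sided Fisher's exact test).

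In resident macrophages of the colon, genes lower after deletion had a peak in 80 of 125 (46.6%, adjusted permutation p = 0.00115), led by Asb2 (30.2), the complement gene C6 (29.8), I830077J02Rik (19.8) and Arhgef3 (18.1). Genes higher after deletion had one in 40 of 69 (44.1%, adjusted permutation p = 0.0449), led by Flt1 (19.6), Nos2, which encodes the inducible nitric oxide synthase (18.9), Adora2a (18.8) and Irg1 (18.5). These shares, 64.0% and 58.0%, were not shown to differ (adjusted p = 0.590, Fisher's exact test). The call for the genes higher after deletion ended in 5 of 8 alternatives, with adjusted permutation p-values of up to 0.120, while the ratio to random lists stayed between 1.29 and 1.57 against 1.31. The study drew its pro-inflammatory and anti-inflammatory genes from the genes that differed in these macrophages, and most of the former were higher after deletion. Their lists overlap those above and are not separate evidence. The study's pro-inflammatory genes were bound in 15 of 20 (44.1%, adjusted permutation p = 0.0213), among them Nos2, Irg1 and Hif1a (17.2). This call also ended in 5 of 8 alternatives, with adjusted permutation p-values of up to 0.129 and ratios between 1.59 and 1.94 against 1.70. Its anti-inflammatory genes were bound in 13 of 19 (47.1%, adjusted permutation p = 0.155), with Phlpp1 (20.2), Adora2a, Cited2 (15.3) and Ifnb1 (12) leading, and the 2 shares were not shown to differ (Fisher's exact test, adjusted p = 0.877).

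**Figure D5:**
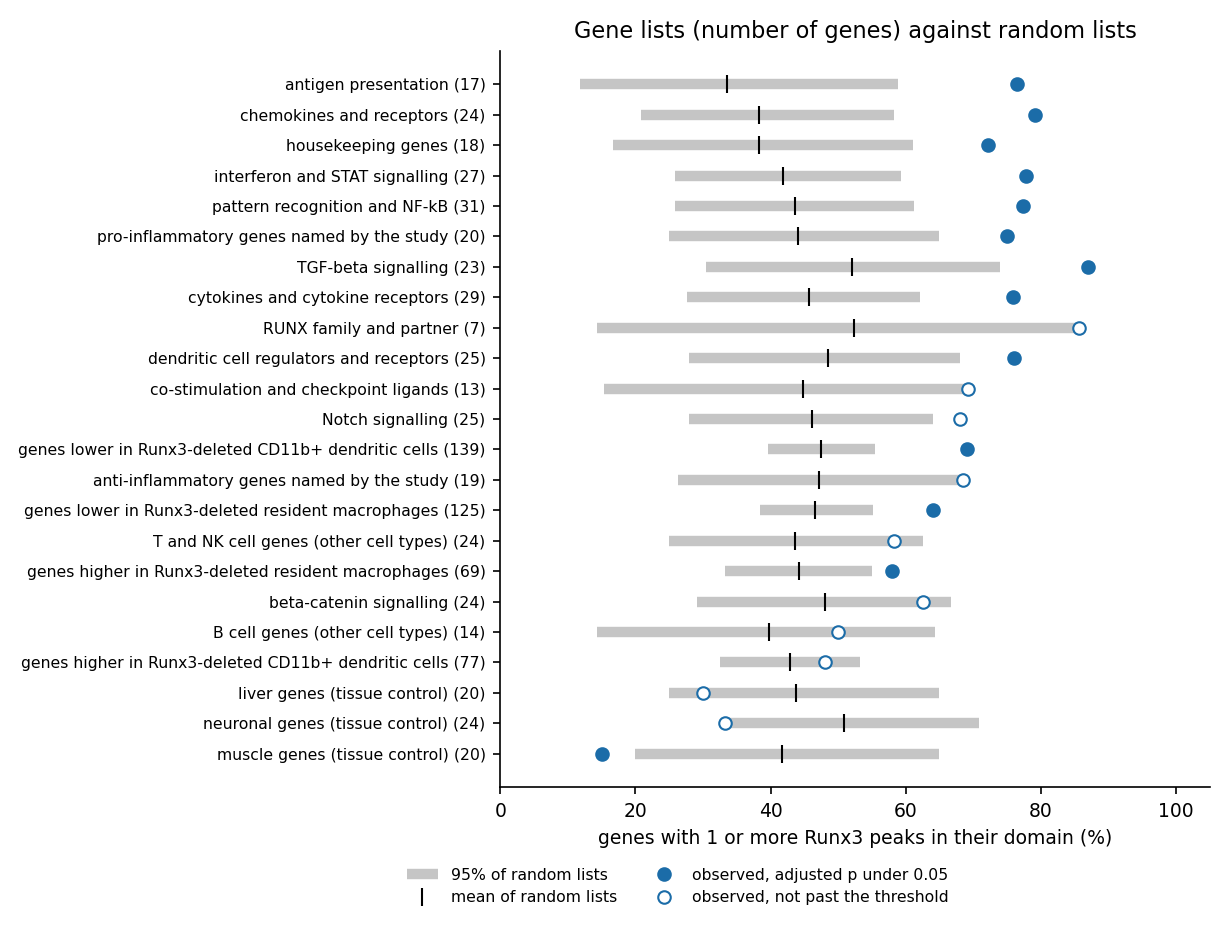
Share of each list's genes with 1 or more Runx3 peaks in their domain (points, filled where the adjusted p was under 0.05) and the mean and central 95% of 10000 random lists matched on domain length (ticks and grey bars). Filled points stood to the right of the grey bars except that of the muscle genes, which stood to the left.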

Values the study reported

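The study reported 13,014 Runx3-bound regions in D1 cells and 15,121 in splenic CD4+ dendritic cells. It found that 6836 of them overlapped and assigned these to 6422 genes. Of 236 genes whose expression differed in colonic CD11b+ dendritic cells after Runx3 deletion, it counted 90 with regions bound in both cell populations.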

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

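Leaving out chromosome 5 from 110 Mb on, keeping only peaks with a RUNX core or over 1 kb from every TSS, and keeping 1 gene per Mb were chosen after seeing the data. Of 41 alternatives of the main results, 39 kept their direction and their side of the threshold or stayed within 1.5 times the main count. The number of bound regions fell from 13014 to 3731 at a fold enrichment of 10 or more, by construction. The number of lists past the threshold went from 13 to 7 with peaks that held a RUNX core alone, which left 8349 peaks. The 3731 peaks at a fold of 10 or more left 10 lists. They were chosen by strength, so they do not show what fewer peaks alone would do, and the cause of the fall was not tested. The ratio of chromosome 5 to the autosomes turned from 1.51 to 0.884 without its distal segment, by construction. That of chromosome 7 went from 1.08 to 0.983 at a fold of 10 or more, and the cause was not tested. The ratio of chromosome X stayed between 0.0759 and 0.130, and that of clustered peaks at 10 kb between 3.58 and 5.75. Across all 8 alternatives 7 lists passed: dendritic cell regulators, chemokines, cytokines, interferon and STAT signalling, pattern recognition, and the genes lower after Runx3 deletion in either cell type. A further 8 lists that had not passed did so in 1 alternative each, with adjusted permutation p-values from 0.0146 to 0.0486. Among these the neuronal and liver genes passed as bound less often than random lists, and the others as bound more often.

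No paired analysis was possible because 1 peak list holds both groups, with no values per library. For the same reason leave-one-out alternatives, without each replicate in turn, were not run. Depth limits the list at its lower end, where peaks had as few as 8 Runx3 fragments, and only 4.79% had fewer than 12.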

Other observations

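The motif and family counts and the tests of gene density, genes on X, matched heights, weak calls and promoter chromatin were chosen after their results had been seen, including the limits set for matched heights; the summit tests and the test of changed bases were written after the list but before their own results. Motifs of other transcription factors also stood at the summits. GGAAGT, the core of ETS factors including PU.1 of myeloid cells, lay within 100 bp of 39% of summits against 12.4% of flanking windows (adjusted p smaller than 1e-300, exact McNemar test against the flanks), and the longer GAGGAAGTG of 6.56% against 0.599% (adjusted p = 1.24e-166). AP-1 sites (TGASTCA, S is C or G) lay in 9.56% against 3.43%, GC boxes of SP and KLF factors (GGGCGG) in 18.5% against 4.93% (5.29% against 3.39% over 1 kb from a TSS, exact test, adjusted p = 2.59e-10), NF-κB sites in 1.98% against 0.715% and CTCF sites in 1.23% against 0.177%, each with an adjusted p of 1.66e-17 or less over all peaks. Smaller excesses were seen for STAT sites (9.06% against 5.88%), E-boxes (4.23% against 2.91%) and the SMAD core CAGAC (40.1% against 37.9%, exact test, adjusted p = 0.00721). IRF sites (3.08% against 2.86%, adjusted p = 0.342) and C/EBP sites (8.30% against 8.01%, adjusted p = 0.736) did not differ detectably by the exact test over all peaks, but did over 1 kb from a TSS (3.53% against 2.88%, adjusted p = 0.0307, and 9.47% against 8.04%, adjusted p = 0.00382). There, GGAAGT was more frequent in peaks without a RUNX core (49.8%) than in those with one (39.7%, adjusted p = 2.66e-18, two-sided Fisher's exact test).

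Several gene families stood apart from random lists matched on domain length. Olfactory receptor genes had a peak in 51 of 1113 (4.58% against 33.7%, adjusted permutation p = 0.000900), vomeronasal receptor genes in 15 of 327 (adjusted p = 0.000900), and keratin genes in 5 of 51 (adjusted p = 0.00180). The Cd300 genes, which encode immune receptors of myeloid cells in 1 cluster on chromosome 11, had one in 7 of 8 (adjusted permutation p = 0.0101), partly the same peaks, and ribosomal protein genes in 42 of 79 (adjusted p = 0.00450). Genes of zinc finger proteins, Rab proteins and dual specificity phosphatases did not pass. The family tests treat genes as independent, while neighbours of 1 family can share peaks or the lack of them, so these p-values may be too small. Families were not tested with 1 gene per Mb. Unique alignment leaves repeated sequence without peaks, and the random lists were not matched for it. A low share in a family can therefore not be read as a lack of binding. The highest NIS background of the list, 10.5, lay in an intron of Sfi1, with the Runx1 5′ UTRs at 8.0 and 4.17 and Zfp12 at 5.0.

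Distal chromosome 5 held 3.34 times the peaks per Mb of the other autosomes. Gene density alone leaves 2.10 times the peaks per gene (95% interval 1.94 to 2.26), which argues against it as the whole cause. Extra copies of the segment in D1 cells may account for the rest: with heights in the segment divided by its background ratio of 1.78, peaks per gene at or above the median height of 19 fragments were 0.973 times those elsewhere (0.832 to 1.13), against 2.83 at equal heights. The interval included 1 at all 5 heights compared, although the ratio fell from 1.09 to 0.680 with height and the interval was wide at 38 fragments (0.379 to 1.13). The heights share peaks and are not separate tests. The test written beforehand, whether the summit still passed after division, left 1.94 times the peaks per gene and so met the limit of 1.5 set against extra copies; it was set aside only after that value was known, because the caller also needed 119 bp above its cutoff and a summit could pass with 8 fragments while 4.79% of peaks had fewer than 12. The recovered background of a peak was held at about the genome average of 0.315 or above. The median on the other autosomes, 0.333, lay near that floor, so 1.78 is not a measured copy ratio. With limits for matched heights set after their values were known, copy number stays a hypothesis. The copy number of D1 chromosomes is not given in the sources used here, and no biological explanation was tested.

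Chromosome X held 0.125 times the autosomal density. Fewer genes do not account for it, since peaks per gene on X were 19.4% (15.9 to 23.5) of those on autosomes. A copy number of X at 0.5 of that of autosomes may account for it. Peaks per gene of at least 19 fragments on X were 1.05 times (0.749 to 1.42) those of at least 38 on autosomes, against 0.140 at equal heights. The interval included 1 at all 5 heights, with ratios from 0.810 to 1.61, but the heights share peaks and are not separate tests. From 25 fragments on, few X peaks remained and the intervals were too wide to decide, 0.610 to 1.93 at 25 and 0.162 to 5.45 at 38. The summit test written beforehand kept 64.5% of autosomal peaks with 0.5 of the fragments (74.5% with 0.5 of the background as well), above its limit of 23.5% and so against this explanation, and was likewise set aside only after its value was known. Of X peaks, 69.7% lay at the genome-wide background, about the lowest value it could take, so the background could not show a lower copy number. Inactivation of 1 of 2 X chromosomes, or weaker binding on X, was not tested and stays open, as the sex of the line is not given in the sources used here.

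Peaks without a RUNX core made up 35.8% of the list. Weak calls are an unlikely source of all of them, since 21.9% of the 2603 strongest peaks (20.4 to 23.5) lacked the core. False calls stay open, since a high fold over NIS does not tell them from true ones. A RUNX site with 1 changed base stays open: only 1 of the top 10 words of these peaks, ACCGCG, was within 1 change of the core, against 4 of the top 10 over 1 kb from a TSS. Promoter chromatin stays open too. Promoters held 1.92 times the share of these peaks (35.5%) compared with peaks that had the core (18.5%, p = 1.74e-100, two-sided Fisher's exact test), short of the ratio of 2 set for it. The other 64.5% lay outside promoters as defined here, which reach only 100 bp downstream of a protein-coding TSS. Of the 4665 peaks without the core, 2772 lay over 1 kb from every protein-coding TSS. Promoters of protein-coding genes are an unlikely source of those 2772.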
